# Exosomes Communicate Protective Messages during Oxidative Stress; Possible Role of Exosomal Shuttle RNA

**DOI:** 10.1371/journal.pone.0015353

**Published:** 2010-12-17

**Authors:** Maria Eldh, Karin Ekström, Hadi Valadi, Margareta Sjöstrand, Bob Olsson, Margareta Jernås, Jan Lötvall

## Abstract

**Background:**

Exosomes are small extracellular nanovesicles of endocytic origin that mediate different signals between cells, by surface interactions and by shuttling functional RNA from one cell to another. Exosomes are released by many cells including mast cells, dendritic cells, macrophages, epithelial cells and tumour cells. Exosomes differ compared to their donor cells, not only in size, but also in their RNA, protein and lipid composition.

**Methodology/Principal Findings:**

In this study, we show that exosomes, released by mouse mast cells exposed to oxidative stress, differ in their mRNA content. Also, we show that these exosomes can influence the response of other cells to oxidative stress by providing recipient cells with a resistance against oxidative stress, observed as an attenuated loss of cell viability. Furthermore, Affymetrix microarray analysis revealed that the exosomal mRNA content not only differs between exosomes and donor cells, but also between exosomes derived from cells grown under different conditions; oxidative stress and normal conditions. Finally, we also show that exposure to UV-light affects the biological functions associated with exosomes released under oxidative stress.

**Conclusions/Significance:**

These results argue that the exosomal shuttle of RNA is involved in cell-to-cell communication, by influencing the response of recipient cells to an external stress stimulus.

## Introduction

Exosomes are 30-100 nm extracellular membrane vesicles of endocytic origin [1]-[3], which were first discovered in the early 1980's [1], [4]–[5]. Exosomes are released into the extracellular environment upon fusion of multivesicular bodies with the plasma membrane [1]–[2], [6]. They are secreted by most cells that have been examined so far, including mast cells [7]–[8], dendritic cells [9]–[10], B cells [6], T cells [11], tumour cells [12]–[13] and epithelial cells [14]. They have also been found in many biological fluids including plasma [15], urine [16], saliva [17], breast milk [18] and bronchoalveolar lavage fluid [19]. Exosomes were shown in the late 90's to have co-stimulatory functions in the immune system [6]. Furthermore, it has been shown that the exosome protein composition depends on the cellular source of the studied exosome [10], [20]. Regardless of origin, several common proteins are found in exosomes, including chaperones, cytoskeletal proteins and tetraspanins such as CD9, CD63 and CD81 [3], [8], [20]. We have previously shown that exosomes also contain a substantial amount of RNA that can be transferred from one cell to another [8]. The functions of exosomes are not yet fully understood, although antigen presentation [6], [21], induction of tolerance [22] and the transfer of genetic material [8] are the main proposed functions. The detailed mechanism of the interaction between exosomes and recipient cells are not fully understood, although experimentally supported hypotheses includes receptor-ligand interaction [6], [21], fusion with the plasma membrane [23] or internalization of the exosomes by the recipient cells by endocytosis [24]–[25] followed by uptake of functional RNA [8].

Reactive oxygen species (ROS), including hydrogen peroxide (H_2_O_2_), are continuously generated during cellular metabolism in cells living under aerobic conditions. If the ROS production exceeds the production of the cells antioxidant defence, an imbalance occurs resulting in oxidative stress, which is implicated in many diseases including cardiovascular disease [26], sleep apnoea [27], asthma [28]–[29] and COPD [28]. In higher doses, H_2_O_2_ is capable of inducing oxidative stress in experimental models [30]–[31], which can lead to different types of cell death [32]–[33]. In addition, low doses of H_2_O_2_ can induce tolerance of cells to a higher degree of oxidative stress [34]–[36]. Protection from oxidative stress has been shown to be regulated at the transcriptional level [37]–[39].

Since exosomes are produced and released by many cells, and have diverse functions in biological models [3], [40], we hypothesized that exosomes may mediate protective signals in processes of oxidative stress. Thus, we suggest that exosomes released by cells exposed to oxidative stress can mediate a signal to another cell, making the recipient cell more tolerant to oxidative processes and subsequent cell death. We further hypothesized that any tolerising effect can be mediated by the exosomal shuttle of RNA, as we have previously shown that exosomes can deliver functional RNA from one cell to another [8]. To test these hypotheses, we used a mouse mast cell line (MC/9) that we exposed to H_2_O_2_, as a model of oxidative stress.

## Results

### Exosomes alter the ability of cells to handle oxidative stress

It is known that oxidative stress induced by H_2_O_2_ induces loss of cell viability *in vitro* [33]. Depending on cell type, the dose of H_2_O_2_ needed to induce loss of viability differs. A dose-response evaluation was performed, after which we concluded that the concentration of 125 µM was optimal for our protocol as this dose caused the death of about 50% of the cells (Figure 1). It has previously been documented that cells pre-treated with a low H_2_O_2_ dose develop a resistance to higher doses of H_2_O_2_ and consequently to stress [34]–[36]. To determine whether exosomes released under oxidative stress can mediate a similar tolerising effect, we harvested exosomes from MC/9 cells exposed to H_2_O_2_ or vehicle for 24 h. These exosomes were then added to untreated cultures of other MC/9 cells for 3 h, after which the recipient cells were exposed to oxidative stress at the same concentration. Recipient cell viability was examined at 0, 2, 12 and 24 h after H_2_O_2_ exposure, by trypan blue dye exclusion. Cells pre-treated with exosomes harvested from conditions of oxidative stress, were shown to have a higher viability at the 0, 2, 12 and 24 h time points, compared to cells pre-treated with exosomes harvested from normal conditions (Figure 2).

**Figure 1:**
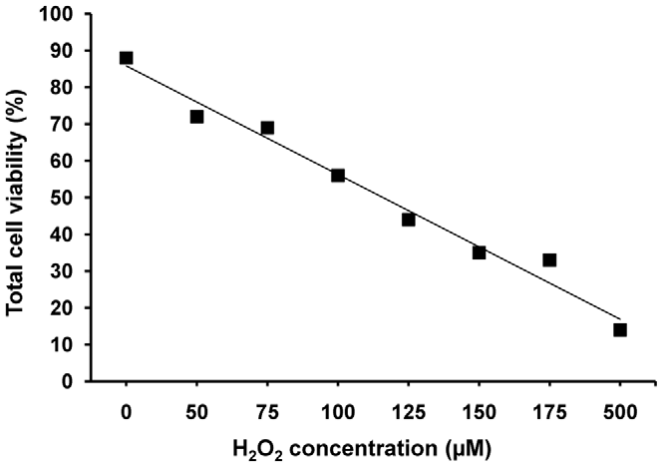
Oxidative stress induced by H_2_O_2_ results in a dose related loss of viability. Dose response relationship between viability of cultured MC/9 cells (%) and concentration of H_2_O_2_ (50 µM-500 µM) for 24 h. The dose versus viability correlation coefficient was 0.86.

**Figure 2:**
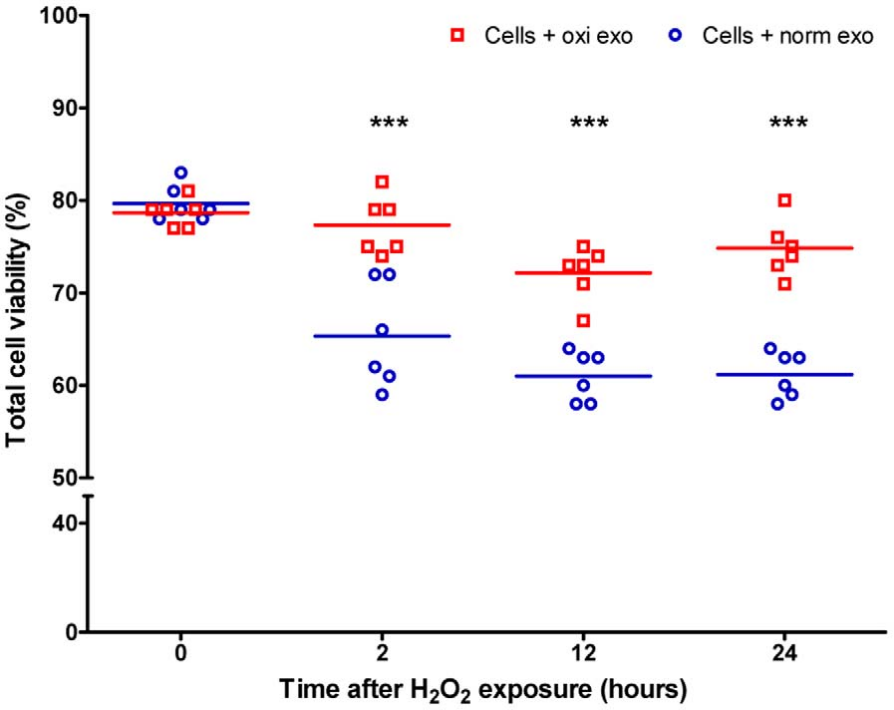
MC/9 cells pre-treated with exosomes released under oxidative stress obtain a resistance to oxidative stress. Time course of viability of MC/9 cells (n = 6) (%) after exposure to oxidative stress (H_2_O_2_ 125 µM) when pre-treated with exosomes derived from other MC/9 cells that were either exposed (oxi exo) or not exposed (norm exo) to H_2_O_2_ at the same concentration. Treatment of MC/9 cells with exosomes released under oxidative stress increased viability with approximately 15-20% at different time points after the initiation of H_2_O_2_ exposure. ***p<0.001.

### Exposure of cells to oxidative stress increase the relative amount of oxidized proteins in cells, but not in exosomes

After showing that exosomes harvested from cells cultured under oxidative stress were capable of mediating resistance to oxidative stress, we next compared the degree of oxidization of cellular and exosomal proteins. This was performed by studying the carbonyl groups, introduced by the H_2_O_2_ exposure, using a protein oxidation detection kit with a specific antibody targeting these carbonyl groups. We could, as previously shown [41], see an increase of oxidized proteins in cells exposed to H_2_O_2_ (Figure 3a). However, the proteins in exosomes derived from cells exposed to H_2_O_2_ did not express any change in the degree of oxidization (Figure 3b).

**Figure 3:**
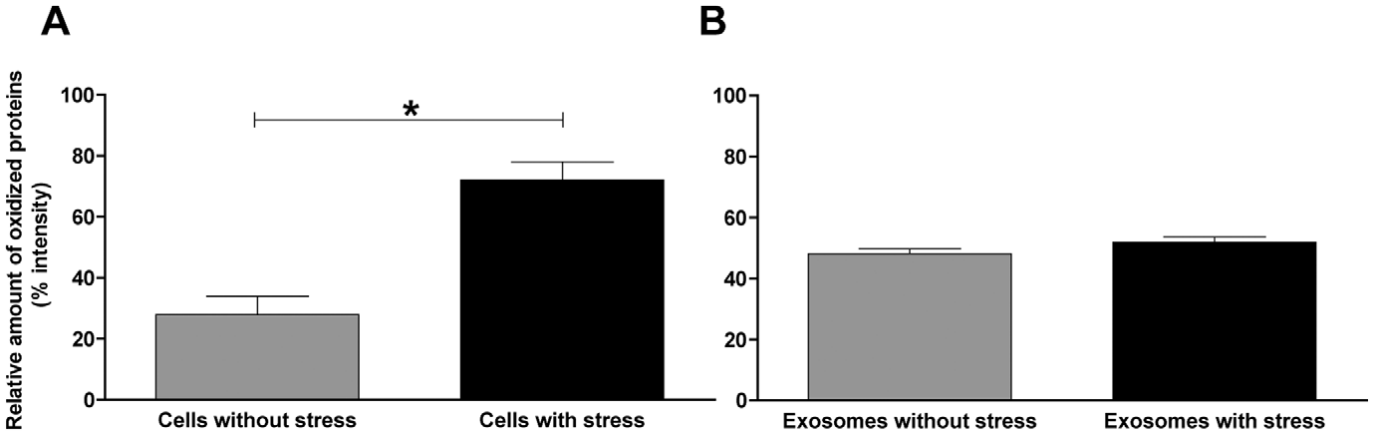
Cells exposed to H_2_O_2_ show an increase in oxidized proteins, whereas exosomes do not. Oxidized proteins (% intensity) in MC/9 cells (a) and their released exosomes (b) after exposure to vehicle or H_2_O_2_ (125 µM) for 24 h (n = 5). Oxidative stress significantly increased the relative amount of oxidized proteins in cells, but did not significantly affect the relative amount of oxidized proteins in exosomes. *p<0.05.

### Microarray analysis reveals that exosomes from different conditions contain different mRNA expression

In our previous publication, we showed that exosomes contain not only protein, but also mRNA and microRNA [8]. Importantly, we also showed that the mRNA is functional and can be shuttled between cells. As we have shown that exosomes harvested from oxidative stress conditions affect the recipient cells extensively, we examined whether the exosomal mRNA content had changed. This was evaluated by isolation of RNA followed by Affymetrix microarray analysis. This analysis was performed on RNA from both the exosomes and their donor cells. 

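Signals were available for 16 arrays in 4 groups of 4, with RNA from exosomes and from MC/9 cells, each from normal conditions (norm) and from oxidative stress (oxi, 125 µM H2O2 for 24 h). MC/9 is a mouse mast cell line, and mast cells are immune cells that carry the high-affinity receptor for IgE. The exosomes had passed a filter of 0.2 µm (0.22 µm in the sample labels) and had been pelleted at 120000 g for 70 min. The labels describe the cells as having received exosomes of each condition, whereas the paper uses them as the donor cells exposed to vehicle or H2O2, and the groups were taken as in the paper. The labels number the replicates and the paper letters them A to D, without saying which number is which letter. The legend of Figure 4 gives norm A and norm B as different cell cultures, and whether the other replicates were separate cultures or technical replicates is not stated. The deposited values are MAS5.0 signals on a linear scale from GCOS 1.2, scaled by the authors so that the mean of each array, with 2% of the probe sets trimmed at each end, was 100. The signals in the paper's tables are on a target of 500. After 64 control probe sets were left out, 45037 probe sets were tested, of which 34945 carried 1 gene symbol.
The files hold no present or absent calls. The background of each array was therefore set at the 95th percentile of 302 probe sets of 249 genes of olfactory, taste, lens, hair, tooth, gamete, mammary, placental and gut tissues, and a probe set was called detected in a group when it was above background on all 4 arrays. The background was 255 ± 18.2 (SD, n = 4) in norm exo and 270.1 ± 21.9 in oxi exo, against 16.6 ± 1.41 in norm cell and 13.5 ± 1.62 in oxi cell. The spiked hybridization controls had signals 17.3 times higher on the norm exo arrays than on the norm cell arrays, and 20.8 times higher on the oxi exo than on the oxi cell arrays. The ratio of 3' to 5' signal of Gapdh was 1.64 ± 0.152 in norm exo, 1.89 ± 0.373 in oxi exo, 0.832 ± 0.00767 in norm cell and 0.851 ± 0.0220 in oxi cell, and that of actin was 5.35 ± 1.23, 3.86 ± 0.776, 1.43 ± 0.0193 and 1.38 ± 0.113 in the same order. The number of arrays limits the precision. Log2 signals were compared with limma, with the replicate number as a block because the paper's test is paired. Where a gene was below background on every array of one group, its fold was taken against that background and is given as at least N-fold. This bound rests on means and leaves out the spread between arrays. When known changes were added to 50 probe sets in exosomes and in cells, with the same number of arrays in each, a log2 rise of 1 was recovered for 0 of them in exosomes and for 42 in cells. A log2 rise of 2 was recovered for 12 and 47. On the real exosome arrays more probe sets changed. Of the 1644 detected in norm exo and norm cell, 668 were called lower in oxi exo, at a median log2 change of -0.93. The simulated recovery is therefore not a measure of the power on the real arrays.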

The Affymetrix microarray analysis confirmed our previously published results [8], that there is no correlation between cellular mRNA and the exosomal mRNA indicating a difference in mRNA content (Figure 4d). In addition, this lack of correlation was also seen between donor cell and exosomal mRNA under oxidative stress (Figure 4e). 

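Exosomes of normal conditions (norm exo) carried mast cell transcripts, at lower signals than norm cell. Fcer1a, the IgE-binding chain of the high-affinity IgE receptor, had a signal of 10920 ± 826 (SD, n = 4) in norm cell and 1719 ± 439 in norm exo, a log2 difference of -2.70 (standard error 0.19, adjusted p = 5.09e-06 from limma). Cpa3, a mast cell protease, had signals of 9928 ± 831 and 629 ± 245 (log2 difference -4.06, adjusted p = 2.39e-06). Pcna, the sliding clamp of DNA replication, was at least 17.0-fold lower in norm exo, and Hspa5, a chaperone of the endoplasmic reticulum, at least 15.3-fold lower. In the other direction, Trim2, which encodes a ubiquitin ligase, was at least 35.1-fold higher in norm exo, and Tex24 at least 26.1-fold higher. The mean background was itself 15.4 times higher on the norm exo than on the norm cell arrays, and the spiked controls 17.3 times. Much of the bounds for Trim2 and Tex24 is therefore a difference in scale between the arrays. The directions of these 6 genes held with quantile normalization and with scaling to the spiked controls. Rps28, a ribosomal protein, had 9992 ± 723 in norm cell and 16630 ± 4435 in norm exo (log2 difference 0.70, adjusted p = 0.00442), but a log2 difference of -3.41 when scaled to the spiked controls. Across all probe sets, which are not independent replicates, R2 between the mean signals of norm cell and norm exo was 0.279 (SD of the 4 same-numbered pairs 0.0272). It was 0.421 without the 20 probe sets of highest mean signal and 0.105 without the ribosomal protein probe sets.
Among nuclear genes of oxidative phosphorylation, 68 of 75 were lower in norm exo and 3 were higher. All 13 genes of glycolysis were lower, as were 22 of 25 translation factors, 27 of 29 cell cycle genes and 21 of 29 mast cell genes, of which 4 were higher (25 lower and 0 higher when scaled to the spiked controls). Of 31 exosome and endosomal sorting proteins, 23 were lower, including Sdcbp, the exosomal adaptor syntenin, with 2346 ± 106 in norm cell and 330.2 ± 67.3 in norm exo, and 4 were higher (28 lower and 0 higher when scaled to the spiked controls). Of 46 cytosolic ribosomal proteins, 27 were lower and 9 higher (22 and 12 with quantile normalization, 42 and 0 when scaled to the spiked controls; adjusted p = 0.363 with an estimated correlation). Adjusted over the list alone, these counts did not differ. The first 6 of these lists were lower than the other genes by camera with adjusted p from 2.41e-26 to 8.87e-08, and the calls were lost at adjusted p = 0.0864 to adjusted p = 0.131 with an estimated correlation. T lymphocyte markers, of which no gene was detected in norm cell and 1 in norm exo, were higher for all 18 genes (18 adjusted over the list alone, 10 with quantile normalization and 1 when scaled to the spiked controls; adjusted p = 0.097 with an estimated correlation). Zap70, a kinase of the T cell receptor, had 24.7 ± 27.9 in norm cell and 806.5 ± 55.8 in norm exo (adjusted p = 2.93e-05), and was above background on 2 of 4 norm cell arrays. Likewise 229 of the 249 background genes were higher (232 adjusted over the list alone), 83 higher and 2 lower with quantile normalization and 18 higher and 16 lower when scaled to the spiked controls (adjusted p = 0.0484 with an estimated correlation).
In total, 25977 probe sets were higher and 8538 lower in norm exo, against 8196 and 9722 with quantile normalization and 1232 and 23105 with scaling to the spiked controls. The median over all probe sets was 2.23 higher in norm exo on the log2 scale, 0.13 with quantile normalization and -1.88 with scaling to the spiked controls. Relative to that median, the list of oxidative phosphorylation lay at -4.65, cell cycle genes at -5.44, T lymphocyte markers at 2.30 and background genes at 1.96.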

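Under oxidative stress as well, mast cell and housekeeping transcripts had lower signals in exosomes than in cells. Fcer1a had 8906 ± 782 (SD, n = 4) in oxi cell and 475 ± 189 in oxi exo, a log2 difference of -4.31 (standard error 0.28, adjusted p = 1.20e-05 from limma). Pgk1, a kinase of glycolysis, had 5825 ± 559 and 738 ± 112 (log2 difference -2.99, adjusted p = 1.52e-05). Rps29, a ribosomal protein, had 9939 ± 883 and 5276 ± 1533 (log2 difference -0.97, adjusted p = 0.00552). Ly6e, a membrane-anchored surface protein, was at least 17.5-fold lower in oxi exo, and Dnmt1, the maintenance DNA methyltransferase, at least 3.28-fold lower. Il1rap, a subunit of the receptors for interleukin-1 and interleukin-33, was at least 19.8-fold higher in oxi exo. The mean background was itself 20.0 times higher on the oxi exo than on the oxi cell arrays. The bound for Il1rap therefore does not exceed the difference in background, and a rise of its transcript cannot be told from it. These 6 directions held with quantile normalization and with scaling to the spiked controls. For Il1rap this covers the direction of the signals only. Its bound lies below the 20.8-fold difference in the spiked controls, so no fold can be given for it on that scale.
The lower genes included 73 of 75 nuclear genes of oxidative phosphorylation, 25 of 25 translation factors and 38 of 46 cytosolic ribosomal proteins, of which 6 were higher (42 lower and 0 higher when scaled to the spiked controls). All 13 genes of glycolysis were lower, and 22 of 29 mast cell genes were lower and 6 higher (24 and 0 when scaled to the spiked controls). Adjusted over the list alone, these counts did not differ. Their calls by camera (adjusted p from 4.46e-28 to 6.93e-08) were lost at adjusted p = 0.0753 to adjusted p = 0.168 with an estimated correlation. The calls of cell cycle genes, with 27 of 29 lower, and of exosome and endosomal sorting proteins, with 24 of 31 lower and 4 higher (29 and 0 when scaled to the spiked controls; 27, 24 and 4 adjusted over the list alone), were kept, at adjusted p = 0.0335 and adjusted p = 0.0492 with an estimated correlation. T lymphocyte markers were higher for 18 of 18 genes (18 adjusted over the list alone, 6 with quantile normalization and 0 when scaled to the spiked controls; adjusted p = 0.091 with an estimated correlation). Of the background genes, 243 were higher in oxi exo (244 adjusted over the list alone), 86 higher and 3 lower with quantile normalization and 26 higher and 11 lower when scaled to the spiked controls (adjusted p = 0.025 with an estimated correlation).
R2 between the mean signals of oxi cell and oxi exo was 0.0713 (SD of the 4 same-numbered pairs 0.0215). It was 0.199 without the 20 probe sets of highest mean signal and 0.0222 without the ribosomal protein probe sets. Over all probe sets, 27373 were higher and 8740 lower in oxi exo, 9083 and 10345 with quantile normalization, and 1780 and 22455 with scaling to the spiked controls. The median over all probe sets was 2.67 higher in oxi exo, 0.17 with quantile normalization and -1.71 when scaled to the spiked controls.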

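In exosomes harvested under oxidative stress, 34 of 46 cytosolic ribosomal proteins, 12 of 25 translation factors and 7 of 13 genes of glycolysis were lower than in exosomes of normal conditions. As lists, these were not called with an estimated correlation (adjusted p = 0.105, adjusted p = 0.0903 and adjusted p = 0.0903 with an estimated correlation). Rpl4, a protein of the large ribosomal subunit, fell from 12920 ± 2936 (SD, n = 4) in norm exo to 3228 ± 1019 in oxi exo (log2 change -2.04, standard error 0.20, adjusted p = 1.56e-04 from limma). Eef2, the elongation factor that moves the ribosome along the mRNA, fell from 4859 ± 954 to 1150 ± 297 (log2 change -2.10). Pkm, the pyruvate kinase of glycolysis, fell from 3109 ± 489 to 658 ± 230 (log2 change -2.30, standard error 0.23). Cycs, the electron carrier cytochrome c, had 1344 ± 334 and 1448 ± 330 (adjusted p = 0.913, and 0.0372 with a rise under quantile normalization).
The number of lower genes was, for cytosolic ribosomal proteins, 36 adjusted over the list alone and 7 with quantile normalization, for translation factors 16 and 5, and for glycolysis 10 and 2. Nuclear genes of oxidative phosphorylation were lower for 19 of 75 genes (33 adjusted over the list alone), against 4 lower and 1 higher with quantile normalization (adjusted p = 0.0903 with an estimated correlation). One of the 19 was Atp5a1, a subunit of ATP synthase, with 4791 ± 900 and 1682 ± 613 (log2 change -1.57, adjusted p = 4.84e-04, and 0.167 with quantile normalization).
Lower as well were Slc7a5, an amino acid transporter, at least 1.07-fold (adjusted p = 0.003), and Ago2, which binds microRNAs, from 267 ± 76.4 to 19.5 ± 5.39 (adjusted p = 0.00359). Both lay near the background of the arrays, and with signals floored at background their calls ended. Kcnh3, a potassium channel subunit, rose from 198 ± 12.4 to 466.5 ± 54.8 and was at least 1.83-fold higher (adjusted p = 0.0255). Klhdc3, which recruits substrates to a ubiquitin ligase, rose from 335 ± 93.7 to 749 ± 150 (log2 change 1.18, adjusted p = 0.0331). Cysrt1 rose from 271 ± 64.2, near the mean background of 255 in norm exo, to 677 ± 211 (log2 change 1.28, adjusted p = 0.0377). These 3 rises did not pass the test without replicate 1, 2 or 4, and those of Kcnh3 and Klhdc3 did not pass when scaled to the spiked controls.
In total 764 probe sets were lower and 14 higher in oxi exo (274 and 116 with quantile normalization, 484 and 8 without replicate 1, 8 higher without replicate 4). Among the 1644 probe sets detected in norm exo and norm cell, 668 were lower and the median log2 change was -0.93. The 2085 detected in either exosome group were also tested alone, with p adjusted over these only. That set does not favour falls and was chosen after the data were seen. By this separate test 1000 of them were lower and 75 higher, with a median of -0.60. In the test over all probe sets, 2 of the 202 detected in norm exo and not in norm cell were lower, with a median of -0.08. The share of the total signal in the top 100 probe sets was 13.8% to 16.9% on the norm exo arrays and 8.83% to 11.2% on the oxi exo arrays (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow; 0.0457 adjusted over 32 comparisons of array measures). R2 between the mean signals of norm exo and oxi exo was 0.777 (SD of the 4 pairs 0.0724).

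**Figure D1:**
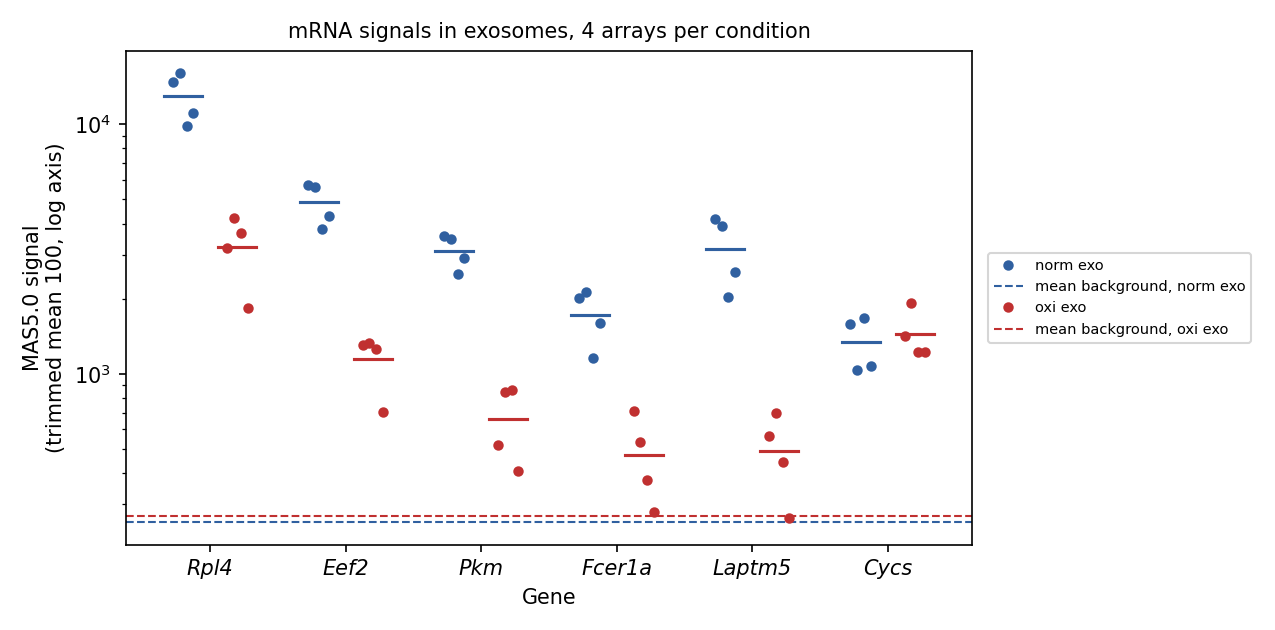
MAS5.0 signals (log axis, trimmed mean 100) of 6 genes on the 4 arrays of norm exo and the 4 of oxi exo, with a horizontal line at each mean and dashed lines at the mean background. For Rpl4, Eef2, Pkm, Fcer1a and Laptm5 every norm exo array lies above every oxi exo array, and for Cycs the arrays overlap.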

Importantly, a difference in mRNA content was observed between exosomes harvested from the different conditions (Figure 4f). Furthermore, the results also showed a slight difference in gene expression in cells cultured under normal conditions compared to oxidative stress (Figure 4c).

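In the cells, part of the p53 target genes, chaperones, genes of oxidative phosphorylation and cell cycle genes were higher under oxidative stress. The lists themselves were not called with an estimated correlation (adjusted p = 0.256, adjusted p = 0.256, adjusted p = 0.256 and adjusted p = 0.174 with an estimated correlation). Ccng1, which encodes cyclin G1, rose from 1799 ± 35.9 (SD, n = 4) in norm cell to 3125 ± 163 in oxi cell (log2 change 0.80, standard error 0.05, adjusted p = 2.86e-05 from limma). Cdkn1a, the cell cycle inhibitor p21, rose from 786.5 ± 25.5 to 1312 ± 158 (log2 change 0.73, adjusted p = 2.46e-04). Ddias, an apoptosis suppressor induced by DNA damage, rose from 75.7 ± 16.3 to 212 ± 7.22 (log2 change 1.51, adjusted p = 6.38e-05). Tpsb2, a mast cell tryptase, fell from 2245 ± 44.7 to 1045 ± 64.9 (log2 change -1.11, adjusted p = 1.90e-05), and Txnip, the inhibitor of thioredoxin, from 765 ± 69.9 to 290.3 ± 107 (log2 change -1.48, adjusted p = 8.40e-04).
Of 24 p53 target genes, 10 were higher and the others did not pass the test (11 adjusted over the list alone, 12 when scaled to the spiked controls). Of 24 heat shock proteins and chaperones, 12 were higher (13 adjusted over the list alone, 9 with quantile normalization, 21 when scaled to the spiked controls), among them Cct2, a subunit of the chaperonin that folds actin and tubulin, from 3980 ± 215 to 4933 ± 352. Nuclear genes of oxidative phosphorylation were higher for 49 of 75 genes and lower for 1 (56 and 3 adjusted over the list alone, 70 and 0 when scaled to the spiked controls). Cell cycle genes were higher for 12 of 29 and lower for 1 (17 and 3 adjusted over the list alone, 10 and 3 with quantile normalization, 23 and 0 when scaled to the spiked controls). Of 20 antioxidant enzymes, 5 were higher (7 adjusted over the list alone, 5 and 1 lower with quantile normalization, 10 when scaled to the spiked controls; adjusted p = 0.287 with an estimated correlation), including Gpx1, a glutathione peroxidase, from 2371 ± 32.6 to 2911 ± 101.1 (log2 change 0.30, adjusted p = 0.00298). NRF2 target genes were higher for 5 of 22 and lower for 1 (6 and 1 adjusted over the list alone, 13 and 0 when scaled to the spiked controls; camera adjusted p = 0.0623). Mast cell genes were lower for 11 of 29 and higher for 3 (12 and 5 adjusted over the list alone; adjusted p = 0.491 with an estimated correlation), 8 and 4 with quantile normalization, but lower for 2 and higher for 9 when scaled to the spiked controls. Glycolysis was lower for 6 of 13 genes (10 adjusted over the list alone; adjusted p = 0.41 with an estimated correlation), 1 with scaling to the spiked controls, which also called 1 gene higher. One of the 6 was Aldoc, an aldolase, from 279 ± 24.6 to 107 ± 26.9. Cytosolic ribosomal proteins were lower for 24 of 46 genes and higher for 3 (33 and 4 adjusted over the list alone; adjusted p = 0.41 with an estimated correlation). With quantile normalization 1 was lower and 3 higher and the list's direction by camera turned, and when scaled to the spiked controls 0 were lower and 6 higher.
Over all probe sets 1941 were higher and 2483 lower in oxi cell, 6443 and 430 with scaling to the spiked controls, and 1183 and 1363 without replicate 2, 1130 and 1382 without replicate 4, and 1518 lower without replicate 1. The median log2 change of all probe sets was -0.15, and 0.15 when scaled to the spiked controls. Relative to that median, p53 target genes lay at 0.62, oxidative phosphorylation at 0.41, chaperones at 0.39, cell cycle genes at 0.33 and cytosolic ribosomal proteins at -0.09. R2 between the mean signals of norm cell and oxi cell was 0.98 (SD of the 4 pairs 0.00399).

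**Figure D2:**
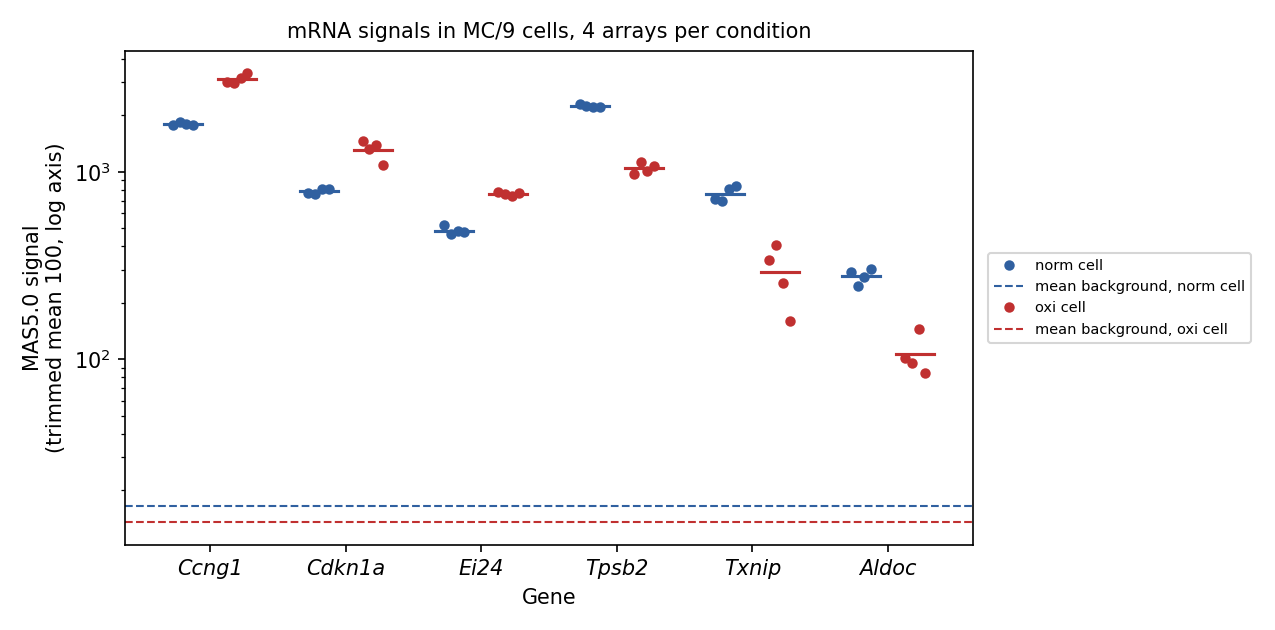
MAS5.0 signals (log axis, trimmed mean 100) of 6 genes on the 4 arrays of norm cell and the 4 of oxi cell, with a horizontal line at each mean and dashed lines at the mean background. For Ccng1, Cdkn1a and Ei24 every oxi cell array lies above every norm cell array, and for Tpsb2, Txnip and Aldoc below.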

**Figure 4:**
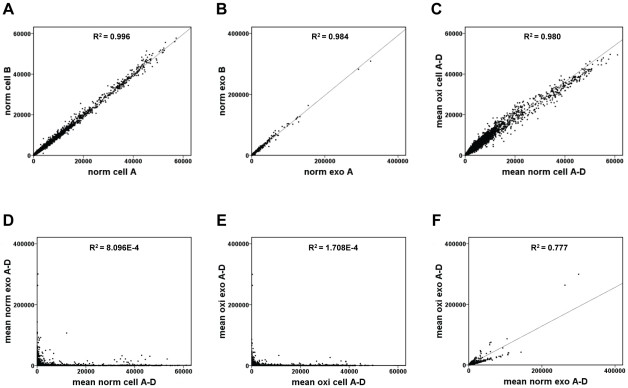
Scatter plots of relationships between mRNA signals in MC/9 cells and exosomes. a) Reproducibility comparison of mRNA signals between two different cell cultures of MC/9 cells (sample norm cell A and norm cell B) under normal conditions (norm). b) Reproducibility of comparison of mRNA signals between exosomes derived from two different cell cultures of MC/9 cells (sample norm exo A and norm exo B) under normal conditions (norm). c) Relationship between mean mRNA signals between MC/9 cells (samples norm cell A–D and oxi cell A–D) that have been exposed to vehicle (norm) or 125 µM H_2_O_2_ (oxi) for 24 h. d) Relationship between mean mRNA signals in MC/9 cells and their released exosomes (samples norm cell A–D and norm exo A–D) under normal conditions (norm). e) Relationship between mean mRNA signals in MC/9 cells and their released exosomes (samples oxi cell A–D and oxi exo A–D) after H_2_O_2_ exposure for 24 h (125 µM) (oxi). f) Relationship between mean mRNA signals in exosomes released from MC/9 cells (samples norm exo A–D and oxi exo A–D) after exposure to vehicle (norm) or H_2_O_2_ (125 µM) (oxi) for 24 h.

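Replicate cell arrays lay closer together than replicate exosome arrays. Over the 6 pairs of norm cell arrays, R2 of the signals on the linear scale was 0.994 to 0.997 (median 0.995), and over the 6 pairs of norm exo arrays 0.939 to 0.984 (median 0.957). For oxi cell it was 0.989 to 0.994 (median 0.992) and for oxi exo 0.873 to 0.966 (median 0.933). On the log2 scale, where transcripts of low signal count as much as those of high signal, R2 was 0.834 to 0.847 for norm cell and 0.322 to 0.391 for norm exo. For oxi cell it was 0.843 to 0.855 on that scale, and for oxi exo 0.284 to 0.335. Rps18, a ribosomal protein, had 10950 ± 791 (SD, n = 4) in norm cell and 11810 ± 3397 in norm exo. Actg1, a cytoplasmic actin, had 7691 ± 294 in norm cell and 3138 ± 640 in norm exo. Each value of R2 is taken across probe sets, which are not independent replicates.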

Interestingly, the relationship between significantly regulated transcripts found in exosomes from normal conditions and from oxidative stress were shown to change substantially in exosomes, although in cells this relationship between the two conditions were similar (Figure 5).

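Most transcripts detected in cells were detected in both conditions, and in exosomes fewer nuclear genes of oxidative phosphorylation and fewer translation factors were detected under oxidative stress. Of 75 nuclear genes of oxidative phosphorylation, 74 were detected in norm cell and 74 in oxi cell, 37 in norm exo and 11 in oxi exo. Translation factors were detected for 25 of 25 genes in both cell groups, for 19 in norm exo and for 8 in oxi exo. Genes of the actin and tubulin cytoskeleton were detected for 26 of 26 in both cell groups, for 17 in norm exo and for 9 in oxi exo. Cytosolic ribosomal proteins were detected for 42 of 46 in both cell groups, for 36 in norm exo and for 34 in oxi exo. Glycolysis was detected for 13 of 13 genes in both cell groups, for 8 in norm exo and for 6 in oxi exo. Mast cell genes were detected for 24 of 29 in norm cell and 25 in oxi cell, and for 10 in norm exo and 4 in oxi exo. Cell cycle genes were detected for all 29 in both cell groups, and for 4 in norm exo and 1 in oxi exo. For these lists, the difference between norm exo and oxi exo in the number detected was not tested in itself.
In exosomes, 1846 probe sets were detected under normal conditions and 1148 under oxidative stress, 2085 in either. Of these, 43.6% were detected in both conditions (95% confidence interval 41.5 to 45.8, exact Clopper-Pearson), 44.9% in norm exo alone (42.8 to 47.1) and 11.5% in oxi exo alone (10.1 to 12.9). In cells, 19515 and 19701 were detected, 20350 in either, of which 92.7% in both conditions (92.3 to 93.1), 3.19% in norm cell alone (2.95 to 3.44) and 4.10% in oxi cell alone (3.84 to 4.39). The intervals cover counting error over probe sets alone. Per array, 3617 ± 479 (SD, n = 4) probe sets were above background in norm exo and 2918 ± 707 in oxi exo. This fall did not pass the exact two-sided permutation test over the arrays (p = 0.143, and 0.176 adjusted over 32 comparisons of array measures). The exosome share in oxi exo alone was 1.72% with background at the 99th percentile and 17.2% at the 90th. Of the 249 background genes, 9 were detected in norm exo and 8 in oxi exo, so part of the exosome counts may be false detection.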

**Figure 5:**
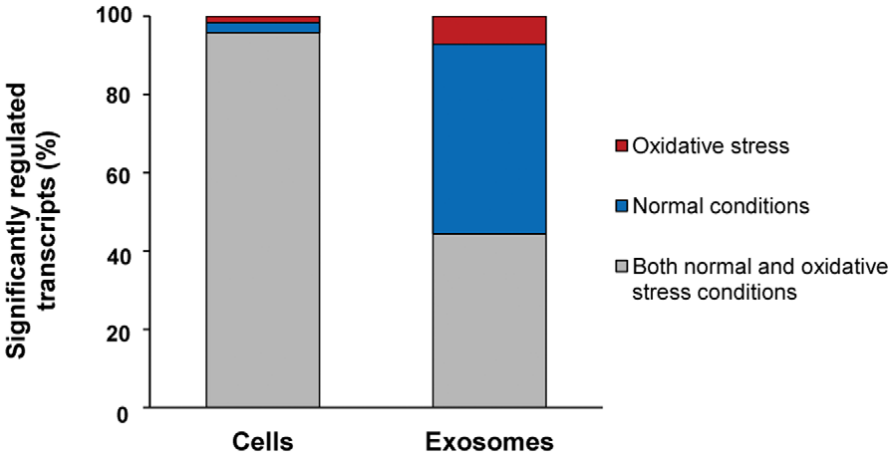
Relationship between significantly changed transcripts in MC/9 cells and exosomes, from normal and oxidative stress conditions. Significantly regulated transcripts found in cells and exosomes (n = 4, all present) from both normal conditions and from H_2_O_2_ (125 µM, 24 h) induced oxidative stress. The majority of the cellular transcripts are the same in both cells grown under normal conditions and in cells grown under oxidative stress, as shown by the grey field, and only a small percentage of the transcripts change depending on the condition. The blue field shows the transcripts that are only expressed in cells grown under normal conditions and the red field shows transcripts only expressed in cells grown under oxidative stress conditions. However, the significantly regulated transcripts in exosomes change vastly depending on the condition compared to the cells.

The top 20 up- and down-regulated genes in exosomes harvested from cells cultured under oxidative stress are shown in Table 1 and 2 respectively.

**Table 1:** Induced genes in exosomes released under oxidative stress.

Gene symbol/Gene name	Mean signal norm exo	Mean signal oxi exo	Fold change	p-value
[Vsig1] V-set and immunoglobulin domain containing 1	200	663	3.3	1.66E-03
[Top1] topoisomerase (DNA) I	540	1402	2.6	4.63E-02
[Ccbp2] chemokine binding protein 2	356	897	2.5	3.32E-02
[0610010K06Rik] RIKEN cDNA 0610010K06 gene	383	966	2.5	1.32E-02
[Krit1] KRIT1, ankyrin repeat containing	325	811	2.5	2.41E-02
[D230019N24Rik] RIKEN cDNA D230019N24 gene	426	1015	2.4	5.42E-03
[Amy2a1] amylase 2a1, pancreatic	349	827	2.4	7.77E-04
[Lba1] lupus brain antigen 1	532	1230	2.3	3.92E-02
[Zfp385c] zinc finger protein 385C	585	1349	2.3	1.73E-02
[2700057C20Rik] RIKEN cDNA 2700057C20 gene	528	1213	2.3	2.52E-03
[Ptar1] protein prenyltransferase alpha subunit repeat containing 1	688	1557	2.3	2.55E-02
[Smad3] MAD homolog 3 (Drosophila)	593	1339	2.3	2.35E-02
[2810002D19Rik] RIKEN cDNA 2810002D19 gene	239	530	2.2	1.10E-02
[Phf6] PHD finger protein 6	527	1154	2.2	1.06E-02
[Hsd17b11] hydroxysteroid (17-beta) dehydrogenase 11	386	813	2.1	3.18E-02
[6720457D02Rik] RIKEN cDNA 6720457D02 gene	963	2023	2.1	4.95E-02
[Yipf7] Yip1 domain family, member 7	705	1463	2.1	1.59E-02
[Mep1a] meprin 1 alpha	375	765	2.0	3.87E-02
[Sox15] SRY-box containing gene 15	318	648	2.0	4.73E-02
[4930473M17Rik] RIKEN cDNA 4930473M17 gene	421	845	2.0	3.03E-03

This table shows the 20 most induced mRNA transcripts in exosomes derived from MC/9 cells exposed to oxidative stress (H_2_O_2_, 125 µM for 24 h, oxi exo) compared to exosomal mRNA transcripts after exposure of cells to vehicle (norm exo). 

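Transcripts listed as induced in exosomes had low signals in both conditions. All 20 were higher in oxi exo than in norm exo in each of the 4 pairs of arrays, with signals of 40.0 to 193 in norm exo and 106 to 405 in oxi exo. Each was below background on all 4 norm exo arrays, and 12 were also below background on all 4 oxi exo arrays, so that no fold can be given for them. Ptar1, a subunit of a prenyltransferase, was the transcript above background on all 4 oxi exo arrays, with 138 ± 61.9 (SD, n = 4) in norm exo and 311 ± 67.7 in oxi exo (at least 1.2-fold higher, adjusted p = 0.117 from limma). The listed 6720457D02Rik, now Zfp934, a zinc finger protein, had 193 ± 71.4 and 405 ± 139 (at least 1.51-fold higher, adjusted p = 0.129). Yipf7 had 141 ± 16.6 and 292.5 ± 67.9 (at least 1.13-fold higher, adjusted p = 0.212). Top1, the DNA topoisomerase that relaxes supercoils, had 108 ± 105 and 280.4 ± 79.6 (adjusted p = 0.08), above background on 2 of 4 oxi exo arrays. Its mean in oxi exo lay near the mean background of 270.1, so no minimum rise can be given. The rises of Ptar1, Zfp934 and Yipf7 did not pass the test, and their bounds leave out the spread between arrays. Smad3, a transducer of TGF-beta signals, had 119 ± 48.5 and 268 ± 32.8 (adjusted p = 0.188). Vsig1, at the top of the list, had 40.0 ± 33.9 and 133 ± 21.1, both under background (adjusted p = 0.256). In norm cell, 7 of the 20 were detected.
Of the 20 transcripts, 16 were found by symbol and 4 by their mean signals alone, and all 20 pairs of means rounded to the signals of Table 1. By limma 0 of the 20 passed an adjusted p under 0.05 and 18 passed an unadjusted p under 0.05. The paper's paired test on linear signals, recomputed, gave p under 0.05 for 20, and the same test on log2 signals for 10.

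**Figure D3:**
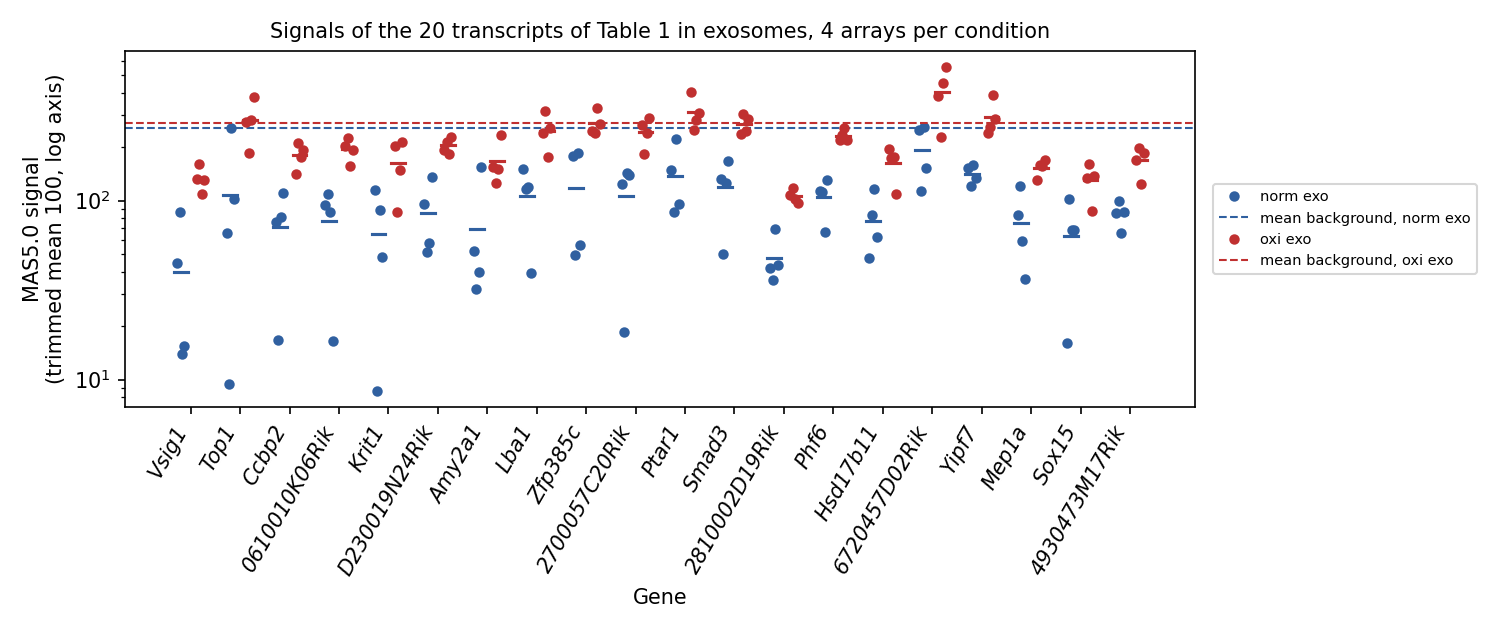
MAS5.0 signals (log axis, trimmed mean 100) of the 20 transcripts of Table 1 on the 4 arrays of norm exo and the 4 of oxi exo, with a horizontal line at each mean and dashed lines at the mean background. All norm exo signals and most oxi exo signals lie below the dashed line of their group or close to it.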

A fold-change of e.g. 2 indicated that the gene is 2 fold up-regulated in the exosomes derived from cells exposed to oxidative stress.

**Table 2:** Repressed genes in exosomes released under oxidative stress.

Gene symbol/Gene name	Mean signal norm exo	Mean signal oxi exo	Fold change	p-value
[Ctnna1] catenin (cadherin associated protein), alpha 1	1417	176	−8.0	1.83E-02
[Pigq] phosphatidylinositol glycan anchor biosynthesis, class Q	1661	212	−7.8	4.15E-02
[Cct2] chaperonin containing Tcp1, subunit 2 (beta)	2094	278	−7.5	9.33E-04
[Rfc4] replication factor C (activator 1) 4	1115	149	−7.5	5.48E-03
[Gnas] GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus	2193	324	−6.8	5.96E-03
[Ttc3] tetratricopeptide repeat domain 3	1701	253	−6.7	4.35E-02
[Laptm5] lysosomal-associated protein transmembrane 5	15814	2461	−6.4	9.80E-03
[Gabarapl1] gamma-aminobutyric acid (GABA) A receptor-associated protein-like 1	1180	188	−6.3	1.61E-03
[Ipo4] importin 4	1706	276	−6.2	2.10E-02
[Dnpep] aspartyl aminopeptidase	5271	871	−6.1	8.76E-03
[Lmna] lamin A	1918	329	−5.8	1.52E-02
[Ssr3] signal sequence receptor, gamma	5227	912	−5.7	1.96E-02
[Qars] glutaminyl-tRNA synthetase	1905	341	−5.6	1.54E-04
[Gsn] gelsolin	4203	811	−5.2	1.53E-02
[Arap3] ArfGAP with RhoGAP domain, ankyrin repeat and PH domain 3	2416	470	−5.1	6.95E-03
[Med22] mediator complex subunit 22	3454	679	−5.1	3.06E-02
[Csnk1d] casein kinase 1, delta	1383	275	−5.0	6.96E-03
[Coro7] coronin 7	2339	465	−5.0	1.18E-02
[Lasp1] LIM and SH3 protein 1	3478	698	−5.0	5.03E-05
[Ric8] resistance to inhibitors of cholinesterase 8 homolog (C. elegans)	1956	404	−4.8	4.88E-02

This table shows the 20 most repressed mRNA transcripts in exosomes derived from MC/9 cells exposed to oxidative stress (H_2_O_2_, 125 µM for 24 h, oxi exo) compared to exosomal mRNA transcripts after exposure of cells to vehicle (norm exo). 

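Transcripts listed as repressed were present in the donor cells and had lower signals in exosomes under oxidative stress, most of them below background. All 20 were detected in norm cell, had lower signals in oxi exo than in norm exo in each of the 4 pairs of arrays and passed the test (limma, adjusted p from 3.64e-05 to 0.0239). Laptm5, a lysosomal membrane protein of blood cells, fell from 3163 ± 1031 (SD, n = 4) in norm exo to 492 ± 182 in oxi exo (log2 change -2.71, standard error 0.21) and was the one still detected in oxi exo. Dnpep, an aminopeptidase, fell from 1054 ± 343 to 174 ± 98.6, above background on 1 of 4 oxi exo arrays. Ssr3, a subunit of the translocon-associated complex, was at least 3.66-fold lower, and Gsn, the actin-severing protein gelsolin, at least 3.00-fold lower. Lasp1, an actin-binding protein, was at least 2.58-fold lower, with 696 ± 43.2 and 139.6 ± 64.8. Gnas, the stimulatory G protein subunit, was at least 1.61-fold lower, and Cct2, a chaperonin subunit, at least 1.55-fold lower. Lmna, which encodes lamins A and C of the nuclear envelope, was at least 1.36-fold lower. Rfc4, a subunit of the clamp loader of DNA replication, had 223 ± 27.4 and 29.9 ± 37.0, and Gabarapl1, a protein of autophagy, had 236 ± 14.1 and 37.5 ± 35.5. With signals floored at background, the log2 changes of Rfc4 and Gabarapl1 were 0.07 and 0.07. These values mostly reflect the floor, since the mean background was 1.06 times higher in oxi exo than in norm exo.
In oxi exo, 17 of the 20 were below background on all 4 arrays. In norm exo, 11 were detected. The 20 were found by symbol, and all 20 pairs of means rounded to the signals of Table 2. The fall of all 20 also passed with quantile normalization, and without replicate 1 the calls of Pigq, Rfc4, Ttc3, Gabarapl1, Ipo4, Csnk1d and Ric8a ended.

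**Figure D4:**
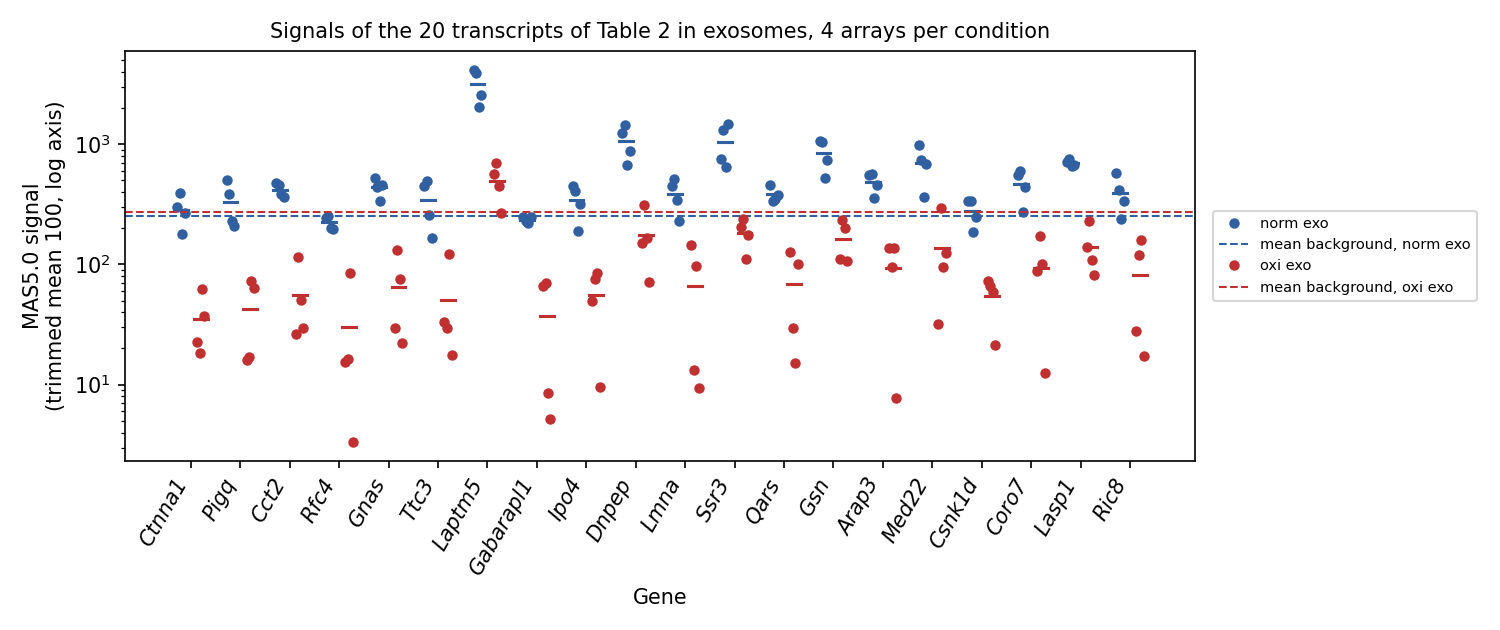
MAS5.0 signals (log axis, trimmed mean 100) of the 20 transcripts of Table 2 on the 4 arrays of norm exo and the 4 of oxi exo, with a horizontal line at each mean and dashed lines at the mean background. Most oxi exo signals lie below the dashed line, and Laptm5 has the highest signals in both groups.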

A fold-change of e.g. 2 indicated that the gene is 2 fold down-regulated in the exosomes derived from cells exposed to oxidative stress.

### UV- light eliminates the protective effect of exosomes against oxidative stress

Since the mRNA content of exosomes differs substantially in exosomes released under oxidative stress compared to exosomes released under normal conditions, and as exosomes released under oxidative stress can induce a resistance against oxidative stress in recipient cells, we hypothesized that the conditioning effect could be mediated by the RNA content in exosomes. To test this hypothesis, exosomes harvested from oxidative stress were exposed to UV-light (254 nm) for 1 h, as UV-light inactivates RNA functions [42]–[43]. As controls, exosomes from both normal and stressed conditions were treated in parallel, but without exposure to UV-light. After the UV-light exposure, the exosomes were added to untreated cultures of recipient cells which were then exposed to oxidative stress, as in the previous experiments, and any influence on cell viability was determined at 0, 2 and 12 h. The results revealed that exosomes exposed to UV-light lost their protective effect on the viability of recipient cells exposed to oxidative stress at the 12 h time point (Figure 6).

**Figure 6:**
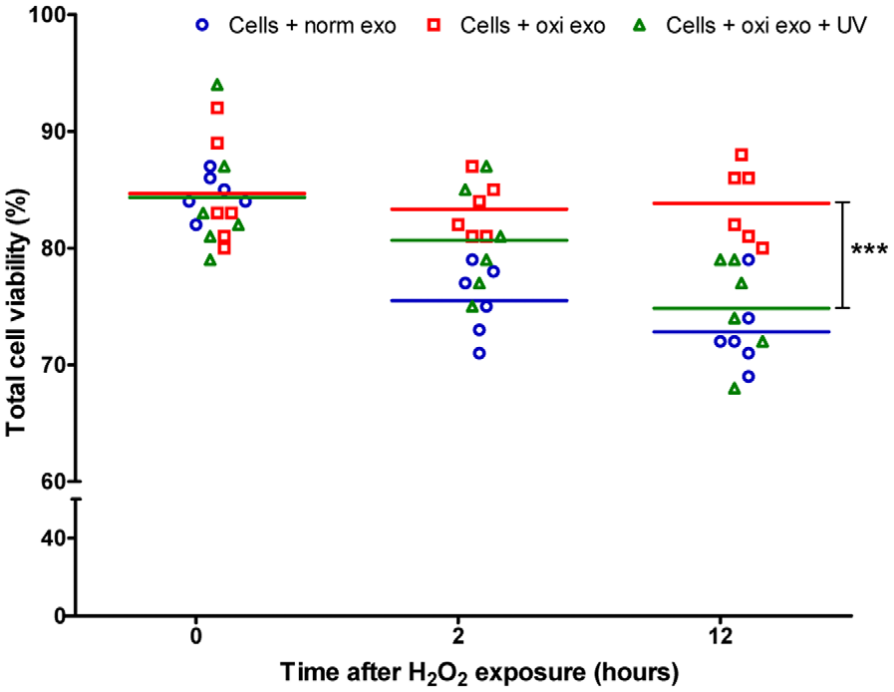
UV-light removes the conditioning effect of exosomes released under oxidative stress. Effect of UV-light exposure on the conditioning effect of exosomes on recipient cell tolerability to H_2_O_2_ exposure. Illustrated by viability of MC/9 cells (n = 4) (%) after exposure to oxidative stress (H_2_O_2_ 125 µM) when pre-treated with exosomes derived from other MC/9 cells that were exposed to H_2_O_2_ (oxi exo) and treated or not treated with UV-light (254 nm) for 1 h at low temperature (0–4°C). Treatment of exosomes derived from cells grown under oxidative stress with UV-light totally eliminated the protective effect of these exosomes on cell viability at 12 h. ***p<0.001.

## Discussion

This study shows that exosomes, released from mast cells exposed to oxidative stress, have the capacity to communicate a protective signal to recipient cells exposed to subsequent oxidative stress, resulting in reduced cell death. The mRNA content of exosomes produced under oxidative stress differs extensively from both the mRNA in the donor cell and in the exosomes produced by cells cultured under normal conditions. UV-light exposure, which damages nucleic acids [42]–[44] and proteins [45], eliminate the exosomal protective signal, which may suggest that the exosomal shuttle of RNA at least partly mediate the observed effect.

Exosomes harvested from different cells under different situations have been shown to mediate a multitude of biological effects, including antigen presentation [6], [21], induction of apoptosis [46], and promotion of cancer cell growth [47] as a few examples. The current study adds to the list of biological functions of exosomes, proving that exosomes produced during oxidative stress mediate protective signals to the same stress in other cells. Thus, we observed that exosomes, released by cells grown under oxidative stress, reduce cell death. Consequently, we show that the oxidative stress alters the biological function of exosomes released from mast cells, which further argues that these vesicles can communicate important regulatory signals from one cell to another.

As shown in previous studies, we confirm that exposure of mast cells to H_2_O_2_ results in reduced cell viability *in vitro* [33]. To study the effects of exosomes, we were careful to choose a dose of H_2_O_2_ that resulted in a moderate degree of cell death, to be able to study any up or down regulating effects of exosomes. It is well known that oxidative stress can lead to various cell damage such as lipid peroxidation, nucleic acids oxidation and protein oxidation [41], [48]–[49]. The results of protein oxidation by ROS are many, including cleavage of peptide bonds, cross-linkage reactions and generation of carbonyl derivates [49]. Interestingly, the dose of H_2_O_2_ to induce oxidative stress resulted in an increased relative amount of introduced carbonyl groups in the proteins of exposed cells, but not in the proteins of exosomes that they released. Thus, the cells seem to be extensively affected themselves by the oxidization process, unlike the exosomes. We suggest that the cells may actively protect the exosomes from containing damaged proteins by specifically packaging the exosomes with undamaged proteins. This data also argues that the conditioning signal mediated by exosomes released during oxidative stress, is not mediated by oxidized exosomal proteins *per se*.

In previous work, we have shown that the RNA content in exosomes differs extensively from the donor cell's RNA [8]. In the current study, we hypothesized that the exosomal RNA content changes, and that this change is not only dependent on the cell origin but also on the condition under which they have been produced and released under, in this case normal conditions and oxidative stress. Indeed, the Affymetrix microarray analysis show substantial differences in mRNA gene expression in exosomes compared to their donor cells, both from cells with and without exposure to oxidative stress. Also, the exosomal mRNA content substantially differed in exosomes harvested from cells grown under the different conditions, arguing that the RNA content in exosomes is closely regulated depending on a cell's biological state or function. This result confirms our previous conclusion that the mRNA content in the exosomes is not a random sample of the cellular mRNA [8], as it differed substantially from the donor cell mRNA regardless of the cell culture conditions.

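Beyond the groups described above, many genes of the unfolded protein response, the cytoskeleton and the chaperones had lower signals in exosomes than in cells in both conditions, and the lists were not called with an estimated correlation. Calr, the calcium-binding chaperone calreticulin, had 3923 ± 226 (SD, n = 4) in norm cell and 246 ± 25.2 in norm exo (adjusted p = 8.95e-07 from limma), and 4232 ± 287 in oxi cell and 185 ± 91.2 in oxi exo (adjusted p = 1.28e-05), and was above background on 1 of 4 arrays in each exosome group. Genes of the unfolded protein and ATF4 response were lower for 15 and higher for 4 of 24 under normal conditions, and for 16 and 4 under oxidative stress (adjusted p = 0.097 and adjusted p = 0.0753 with an estimated correlation). Genes of the actin and tubulin cytoskeleton were lower for 23 and 24 of 26 and higher for 1 and 1 (adjusted p = 0.126 and adjusted p = 0.0989 with an estimated correlation). Heat shock proteins and chaperones were lower for 18 and 20 of 24 and higher for 4 and 3 (adjusted p = 0.183 and adjusted p = 0.0753 with an estimated correlation). The antioxidant enzymes were lower for 10 and 12 of 20 and higher for 5 and 7 (adjusted p = 0.182 and adjusted p = 0.0989 with an estimated correlation), and genes of the apoptosis machinery lower for 10 and 13 of 21 and higher for 4 and 5 (adjusted p = 0.097 and adjusted p = 0.0927 with an estimated correlation). For p53 target genes, 5 and 9 of 24 were lower and 7 and 7 higher, and for histones 5 and 5 of 18 were lower and 8 and 8 higher, and camera did not call either list. Of 22 NRF2 target genes, 13 and 14 were lower and 3 and 3 higher (2 higher in norm exo adjusted over the list alone; adjusted p = 0.097 and adjusted p = 0.0989 with an estimated correlation). Adjusted over the list alone, the counts of the other 7 lists were the same. When scaled to the spiked controls, 0 genes of these 8 lists were higher in either condition, apart from 1 of the unfolded protein and ATF4 response in norm exo, and for p53 target genes 18 and 17 were lower and for histones 14 and 13.
Markers of other cell types had higher signals in exosomes under both conditions with the deposited scaling. Of 20 markers of macrophages and neutrophils, 18 were higher in norm exo and 18 in oxi exo, against 5 and 7 with quantile normalization, and with scaling to the spiked controls 4 and 5 were lower and 0 and 2 higher (adjusted p = 0.183 and adjusted p = 0.0927 with an estimated correlation). Of 10 markers of B lymphocytes and plasma cells, 9 and 10 were higher (5 and 5 with quantile normalization, 0 and 0 when scaled to the spiked controls; adjusted p = 0.154 and adjusted p = 0.0989 with an estimated correlation). Ighm, the heavy chain of IgM, had 40.5 ± 12.1 in norm cell and 524 ± 70.4 in norm exo, a log2 difference of 3.75, which was -0.36 when scaled to the spiked controls. Of 15 markers of fibroblasts and endothelium, 14 and 14 were higher and 1 and 1 lower (8 and 10 higher with quantile normalization, 1 and 3 when scaled to the spiked controls; adjusted p = 0.131 and adjusted p = 0.0989 with an estimated correlation). Of 15 liver and serum protein genes, 13 and 14 were higher and 1 and 1 lower (1 and 4 higher with quantile normalization, 0 and 0 when scaled to the spiked controls; camera adjusted p = 0.0746 in norm exo, and adjusted p = 0.128 with an estimated correlation in oxi exo). Of 9 erythroid markers, 5 and 5 were higher and 1 and 1 lower, against 5 and 5 lower and 0 higher when scaled to the spiked controls. Counts adjusted over the list alone were again the same. In oxi exo, none of the 20 markers of macrophages and neutrophils and none of the 15 liver and serum protein genes was above background on all 4 arrays.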

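Part of the mast cell, cytoskeleton and chaperone genes also fell in exosomes under oxidative stress, while the lists were not called with an estimated correlation. Of 29 mast cell genes, 8 were lower in oxi exo (11 adjusted over the list alone, 5 with quantile normalization; adjusted p = 0.0903 with an estimated correlation), among them Ms4a2, the beta chain of the IgE receptor, from 942 ± 284 (SD, n = 4) to 244 ± 74.2 (adjusted p = 6.77e-04 from limma), above background on 1 of 4 oxi exo arrays. Tph1, the first enzyme of serotonin synthesis, fell from 1119 ± 218 to 381 ± 37.3. Of 26 genes of the actin and tubulin cytoskeleton, 10 were lower (16 adjusted over the list alone, 4 with quantile normalization; adjusted p = 0.105 with an estimated correlation). Of 24 heat shock proteins and chaperones, 6 were lower (7 adjusted over the list alone, 3 with quantile normalization; adjusted p = 0.0903 with an estimated correlation), such as Tcp1, a chaperonin subunit, from 2958 ± 794 to 917 ± 196. The fall of Hspa8, a constitutive chaperone (log2 change -0.96, adjusted p = 0.015), turned to 0.03 with quantile normalization. The chaperone list includes Cct2 of Table 2, whose fall was known from the paper. The lists were not tested without the genes of the paper's tables. Among 20 antioxidant enzymes, 2 were lower (6 adjusted over the list alone; adjusted p = 0.105 with an estimated correlation), Prdx4, a peroxiredoxin of the secretory pathway, from 1105 ± 333 to 327 ± 91.6, and Sod1, a superoxide dismutase, whose call ended with quantile normalization (adjusted p = 0.179).
No member passed the test among 18 histones, 21 genes of the apoptosis machinery, 18 T lymphocyte, 10 B lymphocyte and plasma cell, 9 erythroid, 20 macrophage and neutrophil and 15 fibroblast and endothelial markers, 15 liver and serum protein genes and 249 background genes, by limma. At an unadjusted p under 0.05, 2 apoptosis genes were lower, 1 B lymphocyte marker was higher and 1 lower, 1 macrophage marker and 2 liver genes were higher, and 8 background genes were higher and 2 lower. Adjusted over the list alone, 1 macrophage and neutrophil marker was higher, and with quantile normalization 1 T lymphocyte marker, Zap70, and 2 background genes were higher. For 5 further lists camera gave no call. Of 22 NRF2 target genes, 2 were lower, Tkt of the pentose phosphate pathway and Fth1 of iron storage (3 and 1 higher adjusted over the list alone). Cell cycle genes were lower for 2 of 29 (3 adjusted over the list alone), exosome and endosomal sorting proteins for 1 of 31 (1 adjusted over the list alone), and the unfolded protein and ATF4 response for 1 of 24 (2 adjusted over the list alone). Of 24 p53 target genes, 2 were lower (3 adjusted over the list alone), Ccng1 from 762 ± 61.7 to 288 ± 147 (above background on 2 of 4 oxi exo arrays) and Ei24 from 1384 ± 344 to 689.7 ± 156, whose calls ended with quantile normalization (adjusted p = 0.0779 and 0.645). In the test of the change in exosomes against the change in cells, Ccng1 was lower (adjusted p = 0.0078), and Ei24 differed by -1.65 (adjusted p = 0.00944) and Fcer1a by -1.61 (adjusted p = 0.00867) on the log2 scale, and the calls of Ei24 and Fcer1a ended with quantile normalization (0.0958 and 0.0734). That test called 662 probe sets lower and 42 higher (202 and 42 with quantile normalization), but 0 and 0 without replicate 1, 6 and 0 without replicate 2, 22 higher without replicate 3, and 194 and 8 without replicate 4. At an unadjusted p under 0.05 the test called 2950 lower and 3002 higher. By that test 30 of 46 cytosolic ribosomal proteins were lower (37 adjusted over the list alone, 2 with quantile normalization; adjusted p = 0.12 with an estimated correlation), 16 of 75 nuclear genes of oxidative phosphorylation (51 adjusted over the list alone, 6 with quantile normalization; adjusted p = 0.0255 with an estimated correlation) and 12 of 25 translation factors (17 adjusted over the list alone, 4 with quantile normalization; adjusted p = 0.0429 with an estimated correlation). The background genes were higher as a list by the same test (camera adjusted p = 0.0225, adjusted p = 0.0482 with an estimated correlation, median 0.45), but not with quantile normalization (0.12) or with the mean of each gene's probe sets (0.195), with a median change of 0.01 in exosomes and -0.39 in cells, and by limma 0 of 249 passed (17 higher and 1 lower at an unadjusted p under 0.05). From the difference between exosomes of the different conditions, the paper reasons that the RNA content of exosomes is regulated by the state of the cell.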

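Most transcripts detected in exosomes were also detected in the cells, and a smaller set was not. Of the 1846 probe sets detected in norm exo, 89.1% were detected in norm cell, and of the 1148 detected in oxi exo, 79.5% in oxi cell. Among those not detected in norm cell, Gm3715, a predicted gene that was above background on 0 of 8 cell arrays, had 1880 ± 157 (SD, n = 4) in norm exo, 1378 ± 219 in oxi exo and 6.73 ± 5.21 in norm cell. Lrrc19, a leucine-rich repeat membrane protein, had 1121 ± 45.5 in norm exo and 1613 ± 490 in oxi exo against 28.6 ± 13.5 in norm cell, and was above background on 6 of 8 cell arrays. Orly had 1552 ± 244 in norm exo and 1841 ± 707 in oxi exo against 18.9 ± 7.62 in norm cell, and was above background on 3 of 8. None of these 3 genes, named after their values were seen, passed the test for a difference between norm exo and oxi exo (limma, adjusted p = 0.402, 0.443 and 0.848). Of the 202 probe sets detected in norm exo and not in norm cell, 99 carried no gene symbol. In contrast, 17871 probe sets were detected in norm cell and not in norm exo. By the same rule, 9 of the 249 background genes were detected in norm exo and 8 in oxi exo. Of all probe sets, 4.10% were detected in norm exo and 2.55% in oxi exo. False detection may therefore make up part of the sets detected in exosomes. Its share among the probe sets not detected in cells was not tested.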

Since the exosomal RNA content changed extensively under conditions of oxidative stress and because we have previously shown that the exosomal shuttle of mRNA can result in translation of that mRNA in the recipient cell [8], we hypothesized that the protective effect of the exosomes released under these conditions is at least partly mediated by exosomal shuttling of RNA to recipient cells. To reduce the functionality of the RNA in the exosomes, we exposed the exosome fraction to UV-C radiation, as this treatment is known to have a damaging effect on nucleic acids [42]–[44], [50]. After this treatment, we found that the exosomes harvested from oxidative stress lose their ability to protect recipient cells from oxidative stress. These results therefore argue that the conditioning signals at least partially may be with the exosomal RNA content, and further supports the notion that the exosomal RNA indeed has regulatory functions in situations of biological importance. However, as it is also known that proteins can be damaged by UV-light [45], a biological role of exosomal proteins in this experiment cannot be excluded.

It is clear that exosomes harvested from different cells and under different conditions have vastly diverse effects in different cell systems. This suggests that exosomes can have a multitude of effects *in vivo*, depending on how and where they were produced. Many studies suggest that the core protein content of exosomes in fact are conserved [3], [20], whereas the RNA content in exosomes, according to our current findings, can change extensively under different conditions. It is therefore possible that many of the diverse functions of exosomes reported in different studies are in fact mediated by different RNA signals that are shuttled between cells by exosomes. The current study therefore further emphasizes the putative biological regulatory importance of the shuttling of RNA between cells by exosomes.

In conclusion, in this study we have shown that exosomes that are produced by cells exposed to oxidative stress have the ability to induce tolerance to oxidative stress in another cell. This effect is associated with changed exosomal mRNA content that can be attenuated by reduced RNA activity through exposure to UV-light. This shows, for the first time, that the exosomal shuttle of RNA can fundamentally change the biological function of a recipient cell. When functions of exosomes are pursued, the role of their RNA content should be carefully considered.

## Materials and Methods

### MC/9 cell culture, oxidative stress treatment and exosome isolation

MC/9 cells (ATCC, Manassas, VA) were cultured in Dulbecco's Modified Eagle's Medium, 10% fetal bovine serum (FBS), 100 µg/ml penicillin-streptomycin, 2 mM L-glutamine, 0.05 mM 2-mercaptoethanol (all from Sigma-Aldrich, St Louis, MO, USA) and 10% Rat T-Stim (BD Biosciences, Erembodegem, Belgium), at 37°C and 5% CO_2_. The FBS and Rat T-Stim contain exosomes. To remove these exosomes, FBS and Rat T-Stim were ultracentrifuged at 120,000 g for 90 min, 4°C (Ti45 rotor, Beckman Coulter, Brea, CA, USA). To induce oxidative stress, cells were exposed to 125 µM H_2_O_2_ (Sigma-Aldrich) for 24 h under culture conditions. For isolation of exosomes, MC/9 cell suspension was centrifuged for 10 min at 300 g, to pellet the cells, and the exosomes were prepared from the supernatant. The exosomes were purified by ultracentrifugation in a Beckman Ultracentrifuge (rotor Ti45). First, the debris and organelles of the culture were precipitated by centrifugation (20 min, 16,500 g, 4°C) and the supernatant was filtered through a 0.2 µm filter, to remove any molecules larger than 200 nm. The exosomes were then pelleted by an ultracentrifugation at 120,000 g, 70 min, 4°C.

### Total RNA purification and analysis

Total RNA was extracted from cells and exosomes (n = 4) by Trizol® extraction methodology (Invitrogen, Paisley, UK) according to the manufacturer's protocol. In short, samples were homogenized and RNA integrity maintained by Trizol®. RNA, DNA, and proteins were then separated into different phases. After centrifugation, the RNA was collected from the aqueous phase, precipitated, washed and resuspended in RNase free water. The Mouse Genome 430A 2.0 microarray (Affymetrix, Santa Clara, CA, USA) was performed by SweGene (www.swegene.org/) according to Affymetrix microarray DNA chip analysis (Affymetrix). Gene expression profiles were analyzed using the MAS5.0 software (Affymetrix).

### Accession Number

The microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO). Details can be found at http://www.ncbi.nlm.nih.gov/geo (the GEO accession number is: GSE24886).

### Transfer experiment and cell viability analysis

All exosomes were isolated (n = 6) from MC/9 donor cells exposed to H_2_O_2_ (125 µM) or vehicle (complete medium) for 24 h and redissolved in complete medium. All of the exosomes collected from the supernatant from the donor cell cultures were added to the MC/9 recipient cells in the ratio of 1.7∶1. This approach was taken to ensure that all exosomes and their content were transferred, which would better reflect the true biological state as opposed to a small subset. The recipient cells and exosomes were then incubated for 3 h under normal culture conditions. The recipient cells were subsequently challenged with H_2_O_2_ (125 µM) and harvested after 0, 2, 12 and 24 h. The cell viability was assessed by using the trypan blue dye exclusion method.

### Detection of oxidized proteins

The total protein was extracted from cells and exosomes (n = 5) using modified RIPA buffer [51] and sonication. Cell debris was removed by centrifugation. Detection and quantification of oxidized proteins was performed using the OxyBlot™oxidized protein detection kit (Millipore, Billeria, MA, USA) according to the manufacturer's recommendations. In brief, the protein carbonyl groups, which are a consequence of the oxidative stress modification, were derivatized. Equal amounts of protein (15–20 µg) were then separated on polyacrylamide gels, transferred onto nitrocellulose membranes (Bio-Rad, Hercules, CA, USA) and blotted using antibodies specific to the OxyBlot™ kit. Enhanced chemiluminescence (GE Healthcare, Uppsala, Sweden) and Quantity One® software (Bio-Rad) was then used for visualisation and relative quantification.

### Exposure of exosomes to UV-light and subsequent transfer

All exosomes were isolated (n = 6) from MC/9 donor cells exposed to H_2_O_2_ (125 µM) or vehicle (complete medium) for 24 h and resuspended in PBS. Exosomes isolated from cells exposed to H_2_O_2_ were then subjected to UV-light (254 nm) for 1 h at 0–4°C. As controls, exosomes released by cells exposed to H_2_O_2_ or vehicle, not subjected to UV-light, were kept at 4°C for 1 h. The exosomes were then added to MC/9 recipient cells in the ratio of 1.7∶1 between donor cells and recipient cells and incubated for 3 h under normal culture conditions. The recipient cells were subsequently challenged with H_2_O_2_ (125 µM) and harvested after 0, 2 and 12 h. The cell viability was assessed by using the trypan blue dye exclusion method.

### Statistical analysis

Where appropriate, data are expressed as mean ±SEM. Statistical analysis was performed by one-way ANOVA test when comparing more than two groups and paired t-test (two tailed) analyses were used when comparing two conditions (SPSS for Windows® version 17.0). Differences in gene expression between normal conditions and oxidative stress were assessed with paired t-test (two tailed). A probability less than 0.05 was accepted as statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

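RNA of exosomes and of MC/9 cells, each from normal conditions and from oxidative stress (125 µM H2O2 for 24 h), was measured on 16 Affymetrix mouse arrays, 4 per group. The paper names the array as Mouse 430A 2.0 and the sample labels as Mouse 430 2.0, and the file holds the 45101 probe sets of the latter. The deposited values are signal intensities on a linear scale that the authors made with MAS5.0, as the paper states, in GCOS 1.2 per the sample labels, and that they scaled for each array to a mean of 100 with 2% of the probe sets trimmed at each end. The signals in the paper's tables are on a scaling target of 500. Detection calls were not used here. Of the 45101 probe sets, 64 Affymetrix controls were left out and 45037 were tested, of which 34945 carried 1 gene symbol, 932 several and 9160 none.

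The gene lists, the tests, the rule for the genes named and the alternatives were set before the data were examined, except for the alternatives said in the closing section to have been chosen after the data were seen. For each comparison, log2 signals were fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with the replicate number as a block, and p was adjusted by Benjamini-Hochberg over all probe sets at a threshold of 0.05. All adjusted p for genes are from limma. Exosomes of oxidative stress were compared with exosomes of normal conditions, cells likewise, exosomes with cells in each condition, and the change in exosomes with the change in cells through the 8 differences within pairs. The replicate number was taken as the pair because the paper's methods name a paired test, and because all 40 p-values of its tables were met within 0.6% with equal numbers paired, and at most 4 with any other of the 24 pairings.

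Gene lists were tested with camera at a preset correlation of 0.01, and beside it with an estimated correlation, with 1 probe set per gene, that of the highest mean signal, adjusted over the lists. The 22 lists were mast cell genes, NRF2 target genes, antioxidant enzymes, p53 target genes, the unfolded protein and ATF4 response, heat shock proteins and chaperones, cytosolic ribosomal proteins, nuclear genes of oxidative phosphorylation, histones, glycolysis, translation factors, cell cycle genes, exosome and endosomal sorting proteins, the actin and tubulin cytoskeleton, the apoptosis machinery, markers of T lymphocytes, of B lymphocytes and plasma cells, of erythroid cells, of macrophages and neutrophils and of fibroblasts and endothelium, liver and serum protein genes, and background genes. The genes named are those of the paper's tables, whose values were known from the paper, the probe sets of largest rise and fall among those past the threshold, changed in the same direction in all 4 pairs, above the upper quartile of mean signals and with 1 symbol, and the list members of highest mean signal.

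Array measures were compared by exact two-sided permutation tests over the arrays, for which the smallest p is 0.0286 with 4 against 4. The background of each array was the 95th percentile of its 302 background probe sets. R2 is the squared Pearson correlation of mean signals on the linear scale across probe sets. Shares of detected probe sets have exact Clopper-Pearson intervals at 95%. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The fits were tested on simulated data with changes in 50 probe sets, of which a log2 fall of 2 was recovered for 7 in exosomes and 47 in cells. The alternatives were no replicate block, quantile normalization, scaling to the 9 probe sets of the spiked controls, a filter to probe sets above the median of mean signals, log2(signal + 100), a floor at background, the methods' paired test on linear and on log2 signals, and each replicate number left out in turn. The viability, protein carbonyl and UV experiments were left out, since data for them were not analysed here.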

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

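The tests of explanations in this part were chosen only after the result was seen.

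In 18 of 376 groups of 4 arrays (32 of array measures and 344 of gene signals), 1 array lay far from the other 3 by Dixon's test, and chance flags about 1 in 20 groups, which is 18.8 of 376. In cells of oxidative stress, the Gapdh 3'/5' ratio of replicate 3 was 0.884 against 0.836 to 0.842. In the same group, Map3k7 had 449.9 in replicate 3 against 549 to 566.5, and Cd8a 24.1 in replicate 1 against 14.2 to 15.9. In exosomes of normal conditions, the paper's Amy2a1 had 154 in replicate 4 against 32.2 to 52.3. The paper's 2700057C20Rik had 18.5 in replicate 2 against 123.3 to 142. Dlk2 had 257 in replicate 2 against 12.5 to 52.3. Klf3 had 215.5 in replicate 1 against 30.6 to 47.4. Kcnh3 had 216.5 in replicate 2 against 190.4 to 195. Zap70 had 889 in replicate 1 against 768 to 786. In exosomes of oxidative stress, replicate 4 was the lowest for Atp5d (774 against 882 to 898), H2bc21 (250.8 against 336 to 352), Eef1a1 (2027 against 4330 to 4742), Eef2 (707 against 1261 to 1332) and Mcm7 (240.3 against 395 to 419.8). Replicate 3 was the highest for Rfc4 (84.6 against 3.33 to 16.2) and Ttc3 (122.5 against 17.5 to 33.2), and replicate 1 the lowest for Hspa5 (74.5 against 653 to 718) and Klf1 (10.8 against 182 to 201).

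The change under oxidative stress differed between exosomes and cells, by the test of the difference itself, for 662 probe sets lower and 42 higher in exosomes (none without replicate 1, by limma, and 6 lower without replicate 2). The differences of the genes named were, on the log2 scale, 4.30 for Rbm39 (adjusted p = 0.0131), 2.58 for Tespa1 (0.0226), 2.37 for Smarca5 (0.0444), 1.96 for Gas5 (0.0429), 1.92 for Nudt22 (0.0439), -4.50 for Ndufs7 (0.00372), -4.14 for Rfc4 (0.0226), -3.91 for Cerk (0.00481), -3.84 for Adsl (0.0113) and -3.80 for Slc7a5 (0.00372). All 10 were below background on all 4 arrays of exosomes of oxidative stress, so the sizes are not measured folds. Outside what the paper reports, 202 probe sets were above background in exosomes and not in cells under normal conditions, and 235 under oxidative stress. How many of these are false detections was not tested.

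Of the 1644 probe sets above background in exosomes and cells of normal conditions, 668 were lower in exosomes under oxidative stress, and 3 explanations were tested. The authors' scaling is argued against as the whole cause, since with the arrays scaled to the spiked controls their median log2 change was -0.86 (SD 0.437 over 4 pairs, -1.25 to -0.24), against -0.888 (SD 0.246) as deposited and -0.547 with quantile normalization. These probe sets were chosen by their signal under normal conditions, which favours falls, and for the 1813 above background in either condition the medians were -0.737 (SD 0.418), -0.812 and -0.433 in the same order. One common dilution of cell transcripts, with signal that is not from cells left in place, and separate changes of these transcripts cannot be told apart. Of 442 probe sets at least 4 times the background, at least 21.5% lay outside what any dilution allows with up to the background left in place, but at the best log2 dilution of -1.55 these were 91 above and 4 below, and more signal left in place would also give the 91. The change in the donor cells is argued against, since the median in cells was -0.0772 (SD 0.0249) for the 1644 and -0.088 (SD 0.0221) for the 1813. In exosomes the median of the fitted changes was -0.933 for the 1644. The mean over the 4 pairs of the median change in exosomes was -0.888 for the 1644 and -0.812 for the 1813. The effect of H2O2 on the RNA that cells load into exosomes, and on exosome yield and purity, stays open and was not tested.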

How the results depend on the processing

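The restriction to probe sets above background (for exosomes, for cells and for R2), the change relative to the shared change, the fit of 4 groups together, and R2 without ribosomal probe sets or with controls were chosen only after the data were seen. The other alternatives were planned. The same-numbered arrays do not share a measurable deviation (correlations from -0.0381 to 0.0548), and without the replicate block 21 probe sets were higher and 718 lower in exosomes, and 2133 and 2717 in cells. Exosome signals lie close to background, which limits the exosome comparisons. Of the values of named genes and lists, 2660 and 409 kept direction and side of the threshold, 453 and 72 kept the direction but no longer passed, and 24 and 1 reversed. Part of the changes below follows from the settings themselves. With the floor, a signal under background takes the background of its array. The mean background under oxidative stress was 1.06 times that of normal conditions in exosomes and 0.815 times in cells. Relative to the shared change, -0.93 is taken from the change of every probe set, those under background included. The cause was not tested for the other changes.

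For exosomes, probe sets higher under oxidative stress (14) were 116 with quantile normalization, 8 with spiked controls, 29 among probe sets above the median signal, 39 with log2(signal + 100), 1862 with the floor, 0 with the methods' paired test and 0 with it on log2 signals (1529 and 1440 unadjusted), 75 above background, 5517 relative to the shared change and 323 with 4 groups, and 8 to 20 without 1 replicate. Those lower (764) were 274 with quantile normalization, 0 and 0 with the paired tests (2151 and 1985 unadjusted), 224 relative to the shared change and 1815 with 4 groups, and 484 to 802 without 1 replicate. For cells, those higher (1941) were 6443 with spiked controls, 2 and 0 with the paired tests, and 1130 to 1672 without 1 replicate. Those lower (2483) were 430 with spiked controls, 6339 with the floor, 3 and 0 with the paired tests, and 1363 to 2045 without 1 replicate. For exosomes against cells under normal conditions, those higher (25977) were 8196 with quantile normalization, 1232 with spiked controls, 9391 among probe sets above the median signal and 7794 with the methods' paired test (14490 against 26509 unadjusted), and those lower (8538) 23105 with spiked controls, 4712 with the floor and 5606 with the paired test on log2 signals. Under oxidative stress, those higher (27373) were 9083, 1780, 10011 and 9710 (15775 against 27720 unadjusted) in the same order, and those lower (8740) 22455 with spiked controls and 4805 with the floor. For the change in exosomes against that in cells, those higher (42) were 112 without the block, 82 among probe sets above the median signal, 201 with log2(signal + 100) and 9822 with the floor, and 0 to 22 without 1 replicate. Those lower (662) were 202 with quantile normalization and 2463 with the floor, and 0 to 539 without 1 replicate.

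R2 between conditions in cells (0.98) was 0.951 on the log2 scale, 0.933 by ranks and 0.971 without ribosomal probe sets, and 0.978 to 0.981 without 1 replicate. In exosomes (0.777) it was 0.649, 0.636 and 0.896 in the same order, 0.705 without the 20 highest and 0.952 with controls, and 0.747 to 0.794 without 1 replicate. Between cells and exosomes it was, under normal conditions (0.279), 0.216 on the log2 scale, 0.180 by ranks, 0.421 without the 20 highest, 0.105 without ribosomal probe sets, 0.120 with controls and 0.210 above background, and 0.268 to 0.287 without 1 replicate. Under oxidative stress (0.0713) it was 0.0995 on the log2 scale, 0.199 without the 20 highest, 0.0222 without ribosomal probe sets, 0.0400 with controls and 0.0251 above background, and 0.0661 to 0.0809 without 1 replicate. The share detected in both conditions was in exosomes (43.6%) 34.4% at the 99th percentile and 47.3% in 3 of 4 arrays, and 39.3% to 46.5% without 1 replicate, and in cells (92.7%) 91.7% at the 90th percentile and 93.3% in 3 of 4 arrays, and 92.1% to 92.7% without 1 replicate. Of the 20 genes of Table 1, 10 had p under 0.05 on log2 signals and 8 to 12 without 1 replicate, and of Table 2 11 to 16 without 1 replicate.

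With an estimated correlation, the lists called, background genes aside, fell from 8 to 0 in exosomes, from 6 higher and 4 lower to 0 and 0 in cells, from 4 and 13 to 0 and 0 for exosomes against cells under normal conditions (2 higher with quantile normalization), from 5 and 13 to 0 and 2 under oxidative stress, and from 11 lower to 5 for the difference. Background genes were still called higher in the last 3 (adjusted p = 0.0484, adjusted p = 0.025 and adjusted p = 0.0482 with an estimated correlation), for the difference not with quantile normalization (0.12) or the mean of each gene's probe sets (0.195). The cytosolic ribosomal proteins of cells had a median of -0.0151 with quantile normalization, where the direction by camera turned. With quantile normalization, genes turned in exosomes for Hspa8 (0.0321) and Tmsb10 (0.29, and 0.15 relative to the shared change), in cells for Hspa8 (0.18), Rps29 (0.0381) and Ldha (0.0294), and between exosomes and cells under normal conditions for Rps29 (-1.11) and Chmp4b (0.61). With the floor, Rfc4 (0.0671) and Gabarapl1 (0.0747) turned in exosomes. With spiked controls, genes turned in cells for Hspa8 (0.25), Rps29 (0.0666), Ldha (0.10), Fcer1a (0.0015), Tkt (0.20), Rpl38 (0.0151), Eef1a1 (0.0326), Pcna (0.0583), Chmp5 (0.29) and Tmsb4x (0.0325), and between exosomes and cells for Rps29 (-3.76), Rps28 (-3.41) and Ighm (-0.36) under normal conditions and Ighm (-0.37) under oxidative stress.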

Differences from the paper's values

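All 40 fold changes and all 40 p-values of the paper's Tables 1 and 2 were met. The R2 between cells and exosomes was 0.279 under normal conditions, where the paper's is about 8.1e-04, in Fig. 4d, read by eye. Under oxidative stress it was 0.0713, where the paper's is about 1.7e-04, in Fig. 4e, read by eye. None of the alternatives set before the data were examined closed these gaps, with 0.180 to 0.421 under normal conditions and 0.0584 to 0.199 under oxidative stress. The share of transcripts detected under oxidative stress alone was 4.10% in cells, where the paper's is about 1.5%, in Fig. 5, read by eye, and 11.5% in exosomes, where the paper's is about 7%, in Fig. 5, read by eye. The paper's shares rest on detection calls that were not used here. None of the alternatives set before the data were examined closed the gap in cells, with 3.27% to 4.36%. In exosomes none of them met the paper's share, which lies between 1.72% with background at the 99th percentile and 17.2% at the 90th, so that the choice of background spans it.

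The paper lists 20 transcripts as the most induced in exosomes, and by limma 0 of these passed an adjusted p under 0.05, 18 passed an unadjusted p under 0.05 and 20 passed the methods' paired test without adjustment. The paper states that exosomes and donor cells do not correlate in their RNA, and the R2 above were not 0.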

Other observations

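The tests of explanations and of other splits in this part were chosen only after the result was seen.

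In cells under oxidative stress, further groups moved in part. Genes of the actin and tubulin cytoskeleton were higher for 7 and lower for 4 of 26 (9 and 6 adjusted over the list alone, 10 and 1 with quantile normalization, 20 and 0 when scaled to the spiked controls; adjusted p = 0.399 with an estimated correlation). Tubb6, a beta tubulin, rose from 181.5 ± 19.7 (SD, n = 4) to 388 ± 20.0 (log2 change 1.10, adjusted p = 2.38e-05 from limma). Histones were lower for 5 and higher for 1 of 18 (6 and 2 adjusted over the list alone, 2 and 2 when scaled to the spiked controls; adjusted p = 0.345 with an estimated correlation), and H2ax, a histone phosphorylated at DNA breaks, fell from 707 ± 66.8 to 421 ± 49.9. The unfolded protein and ATF4 response was higher for 7 and lower for 4 of 24 (9 and 7 adjusted over the list alone, 8 and 6 with quantile normalization, 13 and 1 when scaled to the spiked controls; camera adjusted p = 0.0653 from limma). Translation factors were higher for 3 and lower for 4 of 25 (4 and 5 adjusted over the list alone, 3 and 1 with quantile normalization, 17 and 1 when scaled to the spiked controls). Exosome and endosomal sorting proteins were higher for 5 and lower for 2 of 31 (5 and 2 adjusted over the list alone, 4 and 3 with quantile normalization, 19 and 0 when scaled to the spiked controls). The apoptosis machinery was higher for 1 and lower for 5 of 21 (5 and 7 adjusted over the list alone, 3 and 5 with quantile normalization, 8 and 0 when scaled to the spiked controls).

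Few markers of other cell types passed the test in cells. No T lymphocyte, B lymphocyte or erythroid marker passed by limma (1, 0 and 1 at an unadjusted p under 0.05), with median log2 changes of -0.55, -0.59 and -0.27. When scaled to the spiked controls, 1, 0 and 1 of these markers were higher in the same order. Of 20 macrophage and neutrophil markers, 2 were detected in cells of normal conditions and 5 under oxidative stress. Lyz2, a lysozyme, was the 1 macrophage and neutrophil marker higher, at least 1.51-fold (adjusted p = 0.00315), and Afp, alpha-fetoprotein, the 1 liver gene higher, from 604 ± 21.5 to 1012 ± 89.7 (adjusted p = 5.66e-05). Col1a2, a collagen, was the 1 fibroblast marker lower, at least 1.41-fold (adjusted p = 0.0476; 0 when adjusted over the list alone, with quantile normalization or when scaled to the spiked controls). Of 249 background genes, 2 were lower (1 adjusted over the list alone).

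For the paper's induced transcripts of Table 1, 2 explanations were tested. When conditions were swapped within pairs, up to 577 probe sets were at least 2-fold higher with p under 0.05 by the methods' paired test, against 738 in the real pairs and 392 in the lowest of 7 swaps, so that chance spread near background and a true rise cannot be told apart for these transcripts from 4 pairs. A higher background on the oxidative stress arrays is argued against, since the ratio of mean background was 1.06.

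For R2 between cells and exosomes, it was tested whether values as low as the paper's arise when probe sets are matched out of step. Of 200 shifts of the exosome probe sets against the cell probe sets, 12 gave both R2 within 1.5 times the paper's and 0 gave them exactly, with at most 0.00218 and 0.00199 over all shifts, so a mismatch of this kind may account for the paper's values but is not shown.

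For the comparisons fitted in pairs, the splits that part all 4 pairs as the real one does are 8, too few for a share under 0.05. The real split was the 1 with as many calls for exosomes (778), for cells (4424), and for exosomes against cells under normal conditions (34515) and under oxidative stress (36113), and the highest other called 0. The 24 splits that part 2 pairs were left out, since under the block only those pairs inform them. For the difference between the changes, fitted on 8 unpaired differences, the real split (704) was the 1 of 35 with as many calls. The highest other called 0, and no call was left without replicate 1. Every other split mixes differences of exosomes with those of cells, whose replicates lay closer together. These splits are therefore not an even reference, and chance cannot be excluded by them.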
